A study of Homo sapiens with 24 samples. Its data were reported in "Rb-driven transcription limits its tumour-suppressive effects in breast cancer" (2026).

How the data were processed

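RNA was profiled by 3' tag sequencing in 24 libraries from MCF7 and ZR-75-1, human cell lines derived from breast cancers that express the oestrogen receptor. Each line was used as parental cells and as isogenic RB1 knockout (RB1-KO) cells made by genome editing, and each was treated with DMSO, the solvent, or with palbociclib at 500 nM, an inhibitor of the cyclin-dependent kinases CDK4 and CDK6. Treatment lasted 5 days in MCF7 and 4 days in ZR-75-1 according to the labels, while a figure legend of the study gives 5 days for ZR-75-1 samples of this kind. The value of the labels was used, and whether duration differs with the line is not settled. The study sorted edited cells singly and expanded clones checked for the knockout. How many clones stand behind the RB1-KO samples is not given in the labels, so clonal origin and RB1 loss were not separated. The 8 groups held 3 replicates each, and every library was assigned to its group and replicate from its title. The labels do not state that the replicates of a group were separate cultures. The reporting summary of the study describes them as biologically independent within an experiment performed a single time, so p-values measure the spread between these samples and not between repeated experiments.

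The authors prepared the libraries with the QuantSeq 3' mRNA FWD kit (Lexogen), which primes on the poly(A) tail with oligo-dT and reads a tag near the 3' end of each transcript. Single-end reads were trimmed with BBDuk, aligned with STAR to the hg38 build and counted per gene with featureCounts against a GENCODE annotation. The authors deposited the raw read counts per gene symbol, with no normalization. Neither the strand setting of the counting nor any use of molecular identifiers is given in the sources used here. Reads of near-identical copies (KRT81, KRT83 and KRT86, the HLA genes, the histone genes, the ribosomal proteins and the IFIT genes) and of overlapping or antisense genes can therefore be split or merged by the counting. Most histone mRNAs lack a poly(A) tail and are read poorly by this kit.

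The table held 59609 gene symbols, and its only entry without a symbol held 0 reads. Library totals ranged from 4234331 to 6101403 reads. Of the symbols, 38134 were found in GENCODE release 44, the annotation used here for coordinates, and carried 98.4% of the reads, while 315 symbols were shared by more than 1 gene in it. Coordinates are given in GRCh38 (hg38), counted from 1. The editing guide stated by the study was matched to chromosome 13 of the same genome, and other chromosomes were not searched.

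Counts were tested with the quasi-likelihood F-test of edgeR 4.0.16 (R 4.3.3) after TMM scaling and the default filterByExpr filter. The 12 libraries of a line were fitted together as 4 groups, so that they share 1 estimate of the spread, and the comparisons between lines used a fit of all 24 libraries. In each line, 4 contrasts were tested: palbociclib against DMSO in parental cells, the same in RB1-KO cells, the interaction (the response in RB1-KO cells minus that in parental cells), and RB1-KO against parental cells in DMSO. In each line the RB1-KO DMSO libraries enter the RB1-KO response and the DMSO contrast with opposite signs. Opposite changes in these 2 contrasts are therefore not independent results. A further 2 contrasts subtracted the MCF7 value from the ZR-75-1 value of the parental response and of the interaction. Adjusted p-values are those of Benjamini and Hochberg over all genes tested in a contrast, with a threshold of 0.05. A gene is said to have risen or fallen where it passed that threshold. Fold changes are log2 values, and standard errors (SE) were derived from the F statistic of the same test. CPM values used TMM-scaled library sizes, and log2 CPM used a prior count of 2.

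In all, 20 gene lists were fixed before the data were examined, as were the designs, the alternatives and the rule for naming genes. They cover E2F targets of DNA replication and S phase, G2/M and mitotic genes, replication-dependent histone genes, oestrogen-induced genes, luminal epithelial identity, basal and mesenchymal markers, interferon-stimulated genes, antigen presentation, p53 targets, AP-1 and immediate-early genes, cholesterol biosynthesis, lysosome and autophagy, nuclear-encoded oxidative phosphorylation, the unfolded protein and integrated stress response, MYC targets and ribosome biogenesis, cytosolic ribosomal proteins, mitochondrially encoded transcripts, NF-kB and secreted inflammatory factors, CDK, cyclin and Rb family genes, and immune and endothelial markers as a check for other cell types. The lists were written from general knowledge and not taken from the study. For each list the members that passed the threshold over all genes tested are counted, followed by the count with p-values adjusted over the list alone. Each list was also set against all other genes with camera (limma 3.58.1) at a preset inter-gene correlation of 0.01, adjusted over the lists of a contrast, and again with an estimated correlation. The second version can give a larger p also where the estimate lies below the preset. For E2F targets in parental MCF7 the estimate was 0.0013, and the camera p went from 1.39e-31 to 4.54e-07. A call lost with an estimated correlation is therefore not in itself evidence of co-regulation. For some lost calls the estimate did lie above the preset, as for oxidative phosphorylation in parental MCF7 (0.0805). List scores are the mean log2 CPM of the measured members in a library, compared between 3 and 3 libraries by a two-sided exact permutation test that cannot give a p below 0.1.

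The genes named are RB1 and 13 other genes that bear on the design (ESR1, PGR, GREB1, TFF1, CCND1, KRT18, KRT19, KDM5A, MKI67, TK1, CCNA2, CCNE2 and CDKN1A), in each contrast the 8 genes with the largest rise and the 8 with the largest fall among those past the threshold with an average log2 CPM of at least 3 whose libraries did not overlap between the groups (for an interaction, between the parental groups), and the 3 members per list with the smallest p in the direction of the list's median. Those whose call was lost when 1 library was left out were mostly passed over in the text, and a gene named outside the rule is marked as such. Where a group held 3 reads or fewer per library, reads are given in place of a fold change.

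The test was first run on simulated counts drawn from the means and library sizes of the real samples, with 200 genes changed. In the simulated MCF7 parental response of 12955 genes, edgeR recovered 43.3% of the genes changed by 0.5 log2, 79.1% of those changed by 1 and 92.4% of those changed by 2, and called 9 of 12715 unchanged genes. In the simulated ZR-75-1 parental response of 12292 genes the shares were 29.9%, 79.1% and 93.9%, with 4 of 12052 unchanged genes called. With no gene changed, 0 genes of 12955 were called in the MCF7 RB1-KO contrast and 1 of 12292 in that of ZR-75-1. A list shifted by 0.3 log2 was called in each line while 0 of the 19 others were. Genes were drawn independently of each other, so this does not test false calls of lists whose members are correlated.

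The alternatives were RLE size factors, no filter beyond 1 read, thinning to the smallest library, DESeq2 1.42.0, the replicate number as a block, fits of only the 2 groups compared or of all 24 libraries, each library left out in turn, camera with an estimated correlation, fry, another prior count and lists without members of another list. Replicates of a group differed by more than the counting noise of independent reads in all 24 pairs, with a chi-square per gene of 2.61 to 8.23 over genes with at least 10 reads in the pair. The counts of no pair were thus near-copies. This weighs counting noise alone and does not show that replicates were separate cultures. Chromatin binding, protein and tumour data of the study were not analysed here.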

Results

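The data are read counts per gene in 24 3' RNA-sequencing libraries of the hormone receptor-positive breast cancer lines MCF7 and ZR-75-1. In each line, parental and RB1-KO cells had received DMSO or 500 nM palbociclib, and each of the 8 groups held 3 libraries. The comparisons ask how blocking CDK4 and CDK6, the kinases that inactivate the Rb protein, changes expression in these cells, in particular that of oestrogen-induced genes, and which of the changes are seen without RB1. The study describes the RB1-KO cells as clones expanded from sorted single cells, so a difference between genotypes can come from the clone as well as from the loss of RB1. MCF7 libraries held 5074972 to 6101403 reads and ZR-75-1 libraries 4234331 to 5383641. After the filter on low counts, 13046 genes were tested in MCF7 and 12354 in ZR-75-1.

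RB1, which encodes the Rb protein and lies on chromosome 13 (48303744 to 48599436, plus strand), was read at 43.3 ± 5.69 CPM (SD, n = 3) in parental MCF7 cells in DMSO and at 4.05 ± 0.336 in RB1-KO cells, values that rested on 216 to 276 and 19 to 24 reads per library. In ZR-75-1 the values were 69.4 ± 7.95 and 1.99 ± 1.01 CPM. The log2 fold change of RB1-KO against parental cells was -3.41 (SE 0.206, adjusted p = 1.51e-16) in MCF7 and -5.12 (SE 0.232, adjusted p = 1.01e-17) in ZR-75-1. Every RB1-KO library kept some RB1 reads, 19 to 29 in MCF7 and 5 to 18 in ZR-75-1. On chromosome 13, the only one searched, the guide matched a single site, from 48453017 to 48453036 on the plus strand. This site lies in exon 18 of the 27 exons of RB1, while the last exon, from which 3' tags arise, spans 48479998 to 48481890. The tags thus lie outside the edited site and do not check the edit itself. Under palbociclib RB1 fell by 0.46 (SE 0.158, adjusted p = 0.0156) in parental MCF7, a call lost without DMSO replicate 2 (adjusted p = 0.129) or palbociclib replicate 2 (adjusted p = 0.0879). In parental ZR-75-1 its fold change was -0.24 (adjusted p = 0.287).

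Markers of immune and endothelial cells were nearly absent, as is usual for cultured epithelial lines. Of the 22 members of that list, 8 had 0 reads in all 24 libraries, the highest count of any member in any library was 11, and 0 passed the filter on low counts in either line, so that no test of them was made.

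**Figure D1:**
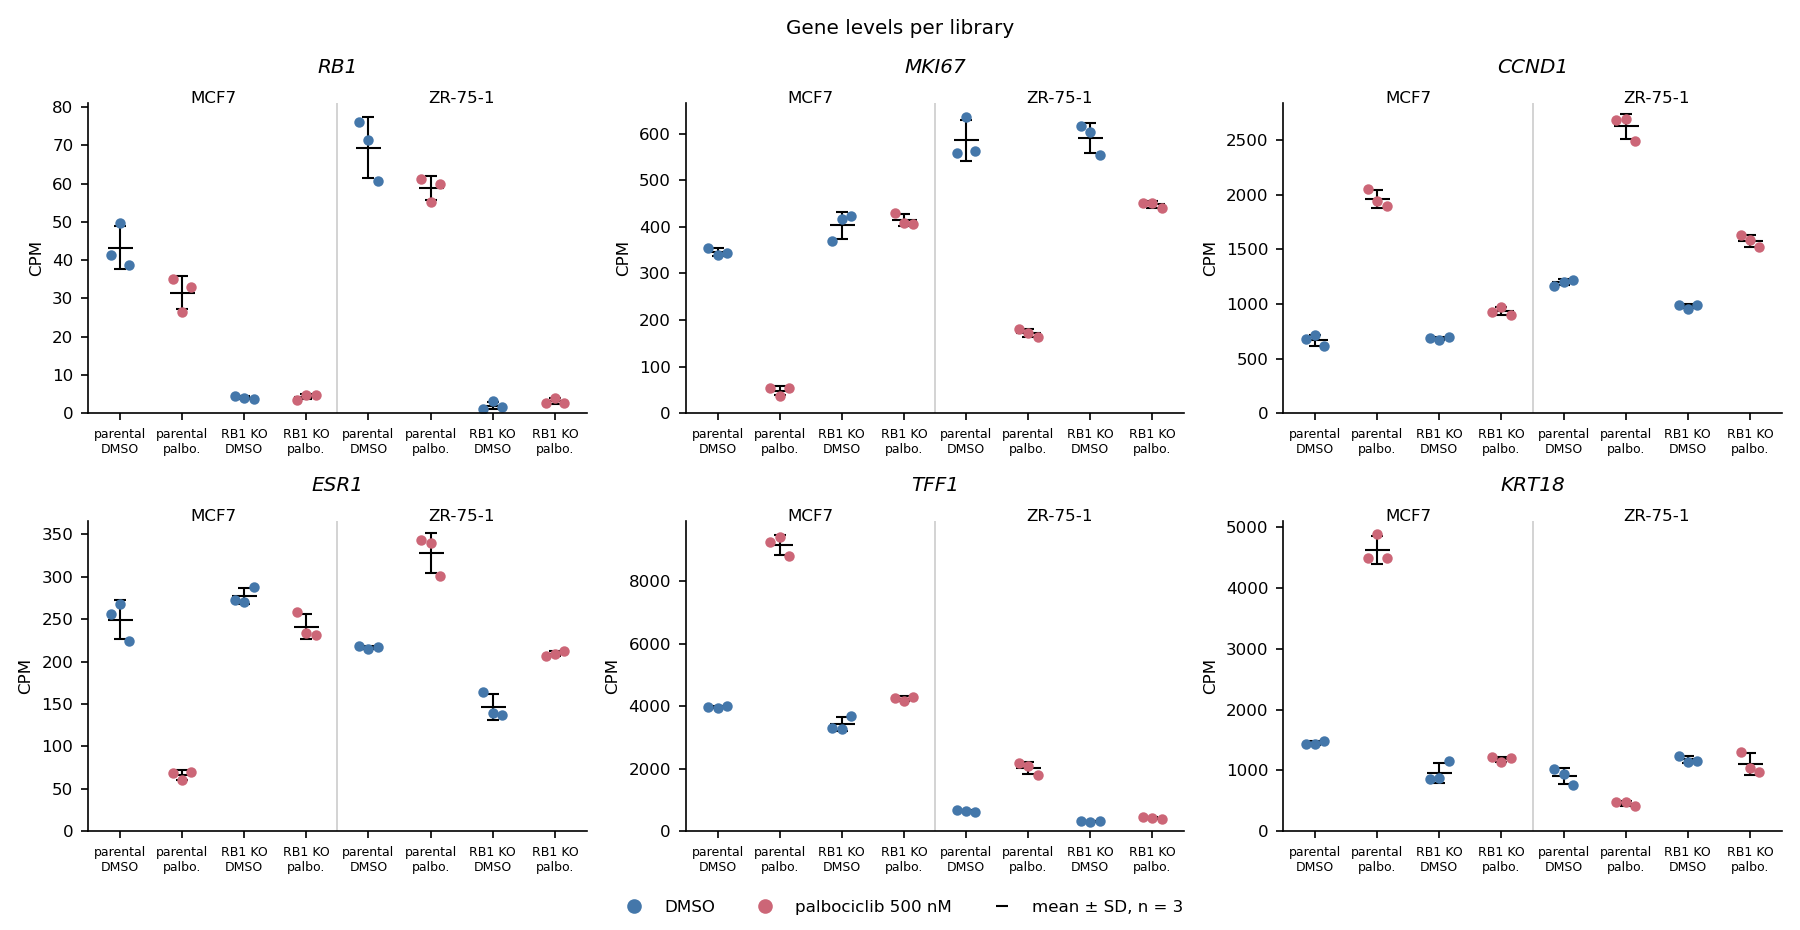
CPM of RB1, MKI67, CCND1, ESR1, TFF1 and KRT18 in every library (points), with the mean and SD of each group of 3. RB1 lies at 43.3 and 69.4 CPM in parental DMSO cells of MCF7 and ZR-75-1 and at 4.05 and 1.99 CPM in RB1-KO cells, and ESR1 under palbociclib falls in parental MCF7 but rises in parental ZR-75-1.

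In parental MCF7 cells, palbociclib lowered nearly the whole proliferation programme. MKI67, the antigen of cycling cells (chromosome 10, 128096659 to 128126423), fell by 2.84 (SE 0.0892, adjusted p = 6.38e-29), from 346.3 ± 8.15 to 48.6 ± 9.51 CPM (SD, n = 3). CCNA2 (cyclin A2, chromosome 4, 121816444 to 121823883) fell by 3.47 (SE 0.184), the nucleotide salvage enzyme TK1 (chromosome 17, 78174091 to 78187233) by 2.08 (SE 0.153) and CCNE2 (cyclin E2, chromosome 8, 94879770 to 94896678) by 1.62 (SE 0.258). Of 73 measured E2F targets of DNA replication and S phase, 71 fell (72 adjusted over the list alone), with a median of -1.68. Among them were the replicative helicase subunit MCM2 (-1.96, SE 0.0824), the checkpoint adaptor CLSPN (-2.56, SE 0.118) and ATAD2 (-1.91). All 73 G2/M and mitotic genes fell (73 adjusted over the list alone), with a median of -2.33, among them the topoisomerase TOP2A (-2.77, SE 0.0624), HMGB2 (-3.51, SE 0.106), the spindle protein ASPM (-2.94) and the mitotic kinesin KIF20A (-4.07, SE 0.199). Both lists passed the test against all other genes (camera adjusted p = 1.33e-30 and 5.71e-43) and still did with an estimated correlation (adjusted p = 8.62e-06 and 1.26e-05). In the list of CDK, cyclin and Rb family genes 7 rose and 17 fell of 29 (7 and 17 adjusted over the list alone), with falls of CCNB1 (-1.81) and CDK4 (-1.06, SE 0.0714). It shares members with the lists above, such as CCNB1 with the G2/M list. Its camera call (adjusted p = 0.0103) was lost with an estimated correlation (adjusted p = 0.0723). Of 18 replication-dependent histone genes 6 rose and 7 fell (6 and 7 adjusted over the list alone; camera adjusted p = 0.0922). Those that fell included H4C3 (-3.36, SE 0.0715) and H1-3 (-3.93). In all, 3123 genes rose and 3016 fell, 47.1% of those tested, and 1252 and 957 of them changed more than 2-fold.

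Oestrogen-induced genes moved both ways in these cells. Of 116 measured members 55 rose and 32 fell (55 and 36 adjusted over the list alone), with a median of 0.24. Over all 13046 genes tested 3123 rose and 3016 fell, so movement both ways is not particular to this list. The camera call (adjusted p = 0.0167) was lost with an estimated correlation (adjusted p = 0.0723) and without members held by another list (adjusted p = 0.0948). Among those that rose were TFF1, a secreted trefoil peptide (chromosome 21, 42362282 to 42366535; 1.20, SE 0.0496, adjusted p = 1.27e-24), CCND1, which encodes cyclin D1 (chromosome 11, 69641156 to 69654474; 1.55, SE 0.0592, adjusted p = 7.97e-26), the water channel AQP3 (5.13, SE 0.103), the protease PRSS23 (2.77, SE 0.0715) and DHRS2 (3.76, SE 0.14). Among those that fell were the progesterone receptor gene PGR (chromosome 11, 101029624 to 101129813; -2.61, SE 0.496, adjusted p = 2.23e-05) and GREB1 (chromosome 2, 11482341 to 11642788; -0.62, SE 0.0834, adjusted p = 2.29e-08). ESR1, which encodes the oestrogen receptor itself (chromosome 6, 151656691 to 152129619), fell by 1.91 (SE 0.0831, adjusted p = 9.19e-24). The mean log2 CPM of the list per library went from 5.23 ± 0.044 to 5.62 ± 0.0704 (SD, n = 3; exact permutation p = 0.1, the smallest that 3 against 3 allows).

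Luminal and basal epithelial genes both rose more often than they fell. Of 30 luminal identity genes 19 rose and 8 fell (19 and 8 adjusted over the list alone), with a median of 0.68, including the simple-epithelium keratins KRT18 (chromosome 12, 52948871 to 52952906; 1.68, SE 0.0685) and KRT19 (chromosome 17, 41523617 to 41528308; 1.15, SE 0.0515) and the tight-junction protein CLDN4 (1.69, SE 0.065). Of 20 basal and mesenchymal markers 10 rose and 2 fell (median 0.83), including the integrin ITGB4 (1.52), the matrix protein TGFBI (3.22, SE 0.206) and the laminin chain LAMC2 (4.39). Camera called both (adjusted p = 0.00212 and 0.00964), and both calls were lost with an estimated correlation (adjusted p = 0.0783 and 0.0723). The hair-type keratin KRT81 (chromosome 12, 52285913 to 52291534) rose by 6.04 (SE 0.116, adjusted p = 1.06e-36), from 48, 65 and 100 reads in the DMSO libraries to 4822, 4451 and 4311 under palbociclib. Its near-identical neighbours KRT83 and KRT86 make the share of reads that is its own uncertain. The transporter gene SPNS2 went from 1 to 2 reads per DMSO library to 178 to 207 under palbociclib and the calcium-binding S100A9 from 1 to 6 to 156 to 228, while RAMP3, a partner of peptide-hormone receptors, went from 88 to 114 reads to 0 in all 3 palbociclib libraries.

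Interferon-stimulated genes, the antiviral effector programme, rose in parental MCF7 cells. Of 41 measured members 34 rose (34 adjusted over the list alone) with a median of 2.41, among them IFI6 (4.81, SE 0.154), IFI27 (5.82, SE 0.257) and the ubiquitin-like modifier ISG15 (3.53, SE 0.154). IFIT1 went from 0 to 3 reads per DMSO library to 130 to 168. The list score rose from 2.53 ± 0.0626 to 4.91 ± 0.126 log2 CPM (SD, n = 3; exact permutation p = 0.1). Camera called the list with the preset and with an estimated correlation (adjusted p = 3.64e-15 and 0.0112). Of 16 antigen presentation genes 10 rose (median 0.62), including B2M, the light chain of class I molecules (0.69, SE 0.078), and HLA-E (0.77, SE 0.093). Its camera adjusted p was 0.00266 and 0.0291 with an estimated correlation. Lysosome and autophagy genes rose in 26 of 32 cases, with 1 that fell (26 and 1 adjusted over the list alone; median 0.76), including the protease CTSD (1.61, SE 0.0632), the tetraspanin CD63 (0.91) and PSAP (0.96). The list's adjusted p was 4.03e-09 and 0.0121 with an estimated correlation.

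In parental MCF7 CDKN1A, which encodes the CDK inhibitor p21 (chromosome 6, 36676460 to 36687337), rose by 0.66 (SE 0.109, adjusted p = 1.82e-06). Of 31 p53 targets 10 rose and 12 fell (11 and 13 adjusted over the list alone), with DDB2, a DNA damage sensor, at -1.60 (SE 0.145), and the list was not called (adjusted p = 0.43, median -0.29 and mean 0.04). Of 29 AP-1 and immediate-early genes 16 rose and 5 fell (16 and 5 adjusted over the list alone), including DUSP4 (2.23) and JUNB (1.22). The camera call (adjusted p = 0.00939) was lost with an estimated correlation (adjusted p = 0.14). Of 33 MYC targets and ribosome biogenesis genes 3 rose and 19 fell (3 and 19 adjusted over the list alone), including the nucleolar proteins FBL (-1.34) and NPM1 (-0.69). The list had adjusted p = 0.00282 and, with an estimated correlation, adjusted p = 0.134. Cytosolic ribosomal proteins fell in 29 of 33 cases (30 adjusted over the list alone; median -0.31), for example RPS16 (-0.72, SE 0.052). That call (adjusted p = 7.39e-07) was lost with an estimated correlation (adjusted p = 0.164). All ribosomal protein reads together fell from 5.66% ± 0.101 of a library to 4.18% ± 0.0676 (SD, n = 3). Of 13 mitochondrially encoded transcripts 11 rose and 1 fell (12 and 1 adjusted over the list alone), for example MT-ND4 (0.77, SE 0.0843), and their share went from 10.6% ± 0.352 to 13.4% ± 1.28. That camera call (adjusted p = 0.0167) was lost with an estimated correlation (adjusted p = 0.475) and without palbociclib replicate 2 (adjusted p = 0.0575). Of 45 nuclear-encoded oxidative phosphorylation genes 1 rose and 16 fell (1 and 15 adjusted over the list alone), including CYC1 (-0.59), with adjusted p = 0.0109 and, with an estimated correlation, adjusted p = 0.225. Camera did not call cholesterol biosynthesis (4 rose and 8 fell of 23, 4 and 9 adjusted over the list alone; adjusted p = 0.25), in which ACAT2 was at -1.28. Nor did it call the unfolded protein and integrated stress response (10 and 6 of 25, 10 and 6 adjusted over the list alone; adjusted p = 0.22) or NF-kB and secreted inflammatory factors (3 and 4 of 8; adjusted p = 0.469), in which TNFAIP2 was at 4.22. KDM5A, a histone demethylase the study links to Rb (chromosome 12, 280057 to 389320), had a fold change of 0.04 (SE 0.0897, adjusted p = 0.727).

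**Figure D2:**
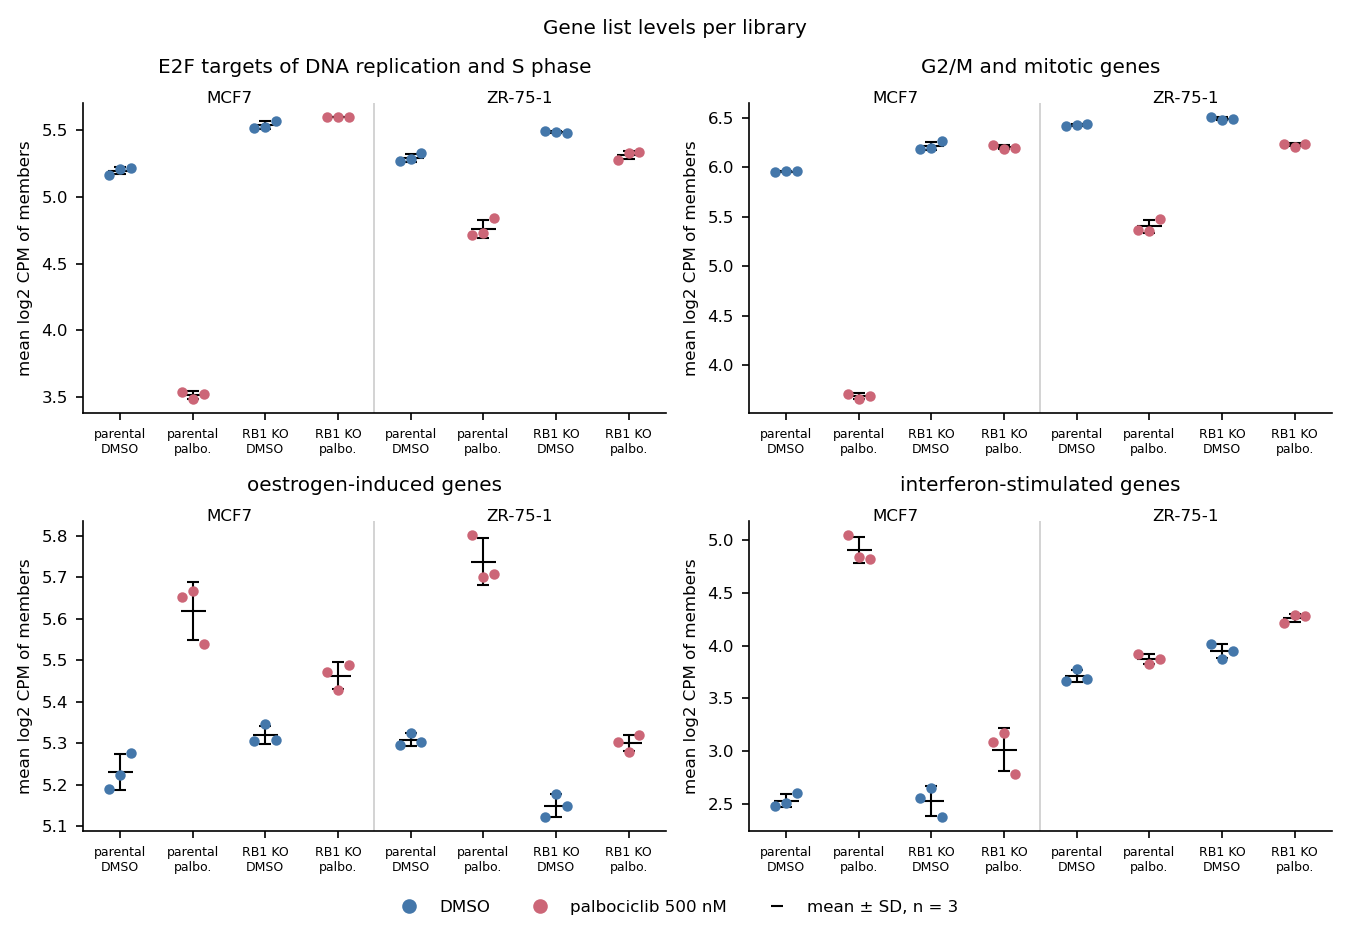
Mean log2 CPM of the measured members of 4 gene lists in every library (points), with the mean and SD of each group of 3. In MCF7 the G2/M score goes from 5.96 to 3.68 under palbociclib in parental cells, the oestrogen score goes from 5.23 to 5.62 in parental and from 5.32 to 5.46 in RB1-KO cells, and the interferon score goes from 2.53 to 4.91 in parental cells. In parental ZR-75-1 the interferon score goes from 3.71 to 3.87.

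In MCF7 RB1-KO cells the proliferation genes did not follow palbociclib. MKI67 had a fold change of 0.04 (SE 0.075, adjusted p = 0.904), CCNA2 of -0.18 and TK1 of 0.11. Of the 73 S phase genes 0 were called by edgeR and 0 by DESeq2, with 8 higher and 2 lower at an unadjusted p under 0.05, and the list's median was 0.04 (camera adjusted p = 0.113). Of the G2/M genes 1 rose (3 rose and 1 fell adjusted over the list alone), with a median of -0.03 (adjusted p = 0.676). Of the oestrogen-induced genes 14 rose and 2 fell of 116 (20 and 5 adjusted over the list alone), with a median of 0.09. The camera adjusted p was 0.00057 (0.0315 with an estimated correlation). TFF1 rose by 0.31 (SE 0.049, adjusted p = 8.1e-05), CCND1 by 0.44 (SE 0.0585, adjusted p = 2.56e-06), HES1, a Notch target, by 0.59 (SE 0.058) and the immediate-early gene FOS by 0.78 (SE 0.102). KRT18 rose by 0.30 (SE 0.0677, adjusted p = 0.00871), a call lost without DMSO replicate 1 (adjusted p = 0.126) or 2 (adjusted p = 0.132), while ESR1 was at -0.20 (adjusted p = 0.218) and KRT19 at 0.18 (adjusted p = 0.0738).

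Of the other lists in MCF7 RB1-KO cells, 4 interferon-stimulated genes rose (10 rose and 1 fell adjusted over the list alone), with a median of 0.35 and camera adjusted p = 3.18e-07 (adjusted p = 0.0886 with an estimated correlation). They included IFI6 (1.80, SE 0.148, adjusted p = 1.79e-11) and ISG15 (1.23, SE 0.176, adjusted p = 1.09e-05). Of the p53 targets 1 rose and 8 fell (1 and 17 adjusted over the list alone), with adjusted p = 2.07e-11 and, with an estimated correlation, 0.00323. CDKN1A fell by 0.65 (SE 0.106, adjusted p = 0.000135), the apoptosis regulator BBC3 by 0.89 (SE 0.127), DDB2 by 0.76 (SE 0.12) and RPS27L by 0.53 (SE 0.0802). AP-1 and immediate-early genes rose in 7 cases and fell in 1 (11 and 2 adjusted over the list alone), a call (adjusted p = 0.00142) lost with an estimated correlation (adjusted p = 0.144). The growth factor subunit INHBA rose by 1.34 (SE 0.222) and the potassium channel gene KCNK15 by 1.41 (SE 0.175), while TSKU fell by 1.16 (SE 0.2). In all 113 genes rose and 76 fell, 13 and 5 of them by more than 2-fold. These counts were 57 and 36 without palbociclib replicate 2 and 63 and 31 without palbociclib replicate 3. RB1-KO DMSO replicate 3 stood apart on the third principal component of the MCF7 libraries, which held 1.89% of the variance, at -13.2 where the others lay between -1.94 and 5.63, and 13.0% of its reads were mitochondrial. Without it 136 genes rose and 127 fell, and 139 genes were called in the same direction with and without it.

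The difference between the genotypes was tested as the interaction in MCF7. Relative to the parental response, RB1-KO cells kept S phase genes higher in 69 of 73 cases (71 adjusted over the list alone; median 1.72) and G2/M genes in 73 of 73 (median 2.36). The camera adjusted p was 2.85e-36 and 1.09e-51 for these lists and, with an estimated correlation, 4.38e-06 and 6.13e-06. MKI67 differed by 2.88 (SE 0.117), CCNA2 by 3.29, TK1 by 2.19 and CCNE2 by 2.07. Interferon-stimulated genes were lower in 27 of 41 cases (29 adjusted over the list alone; median -1.61; adjusted p = 1.34e-13, and 0.0122 with an estimated correlation). So were antigen presentation genes in 9 of 16 (median -0.62; 0.00314 and 0.0352) and lysosome genes in 22 of 32 (25 adjusted over the list alone; median -0.76; 4.16e-09 and 0.0122). Of the oestrogen-induced genes 32 were higher and 47 lower (35 and 48 adjusted over the list alone), with a median of -0.21 and adjusted p = 0.123. TFF1 differed by -0.89 (SE 0.0694), CCND1 by -1.11 (SE 0.0825), KRT18 by -1.37 (SE 0.0955), KRT19 by -0.98 and CDKN1A by -1.31 (SE 0.151). ESR1 differed by 1.71 (SE 0.112), PGR by 2.98 and GREB1 by 0.70. Luminal genes (6 higher and 20 lower, the same adjusted over the list alone; adjusted p = 0.000421), cytosolic ribosomal proteins (23 higher, 24 adjusted over the list alone; 2.18e-05) and mitochondrially encoded transcripts (12 lower; 0.0037) were called by camera, each lost with an estimated correlation (adjusted p = 0.0589, 0.215 and 0.36). KRT81 differed by -5.92 and the growth factor GDF15 by -3.65 (SE 0.191). In all 2009 genes were higher and 2122 lower.

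In DMSO, 25 of 73 S phase genes were higher in MCF7 RB1-KO cells than in parental cells (40 adjusted over the list alone; median 0.39), such as the licensing factor CDT1 (0.60, SE 0.0857), the sliding clamp PCNA (0.59, SE 0.0981) and MCM2 (0.42). Of the G2/M genes 17 were higher (37 adjusted over the list alone; median 0.25), such as TACC3 (0.52) and HMGB2 (0.50). Both lists passed with the preset and with an estimated correlation (adjusted p = 3.23e-15 and 3.12e-13, then 0.000126 and 0.00115). Of the p53 targets 9 were higher and 1 lower (16 and 2 adjusted over the list alone; adjusted p = 5.66e-06, and 0.0127 with an estimated correlation), including CDKN1A (0.88, SE 0.108), DDB2 (0.86) and RPS27L (0.64). These genes fell under palbociclib in RB1-KO cells, a result that shares the RB1-KO DMSO libraries with this one. Of 116 oestrogen-induced genes 20 were higher and 10 lower (28 and 12 adjusted over the list alone; adjusted p = 0.224), and the secreted glycoprotein STC2 was higher by 1.11. Of the ribosomal proteins 17 were lower (25 adjusted over the list alone; median -0.16), a call (adjusted p = 3.07e-09) lost with an estimated correlation (adjusted p = 0.177). Of the luminal genes 1 was higher and 9 lower (1 and 11 adjusted over the list alone), including ERBB3 (-0.81), likewise lost (adjusted p = 0.00555 and then 0.151). Mitochondrially encoded transcripts were higher in 3 of 13 cases (6 adjusted over the list alone; adjusted p = 0.0381), a call lost with an estimated correlation (adjusted p = 0.734), without parental replicate 3 (adjusted p = 0.154) and without RB1-KO replicate 3 (adjusted p = 0.803). Among single genes, the monooxygenase CYP1B1 (1.82, SE 0.0766) and NECAB1 (1.97, SE 0.203) were higher, and KRT81 (-2.52, SE 0.245), the interferon-induced BST2 (-2.28, SE 0.216) and IGFBP3 (-1.95, SE 0.131) were lower. In all 440 genes were higher and 541 lower, and the former count was 266, 292 and 256 without parental replicate 1, 2 and 3.

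In parental ZR-75-1 cells palbociclib also lowered the proliferation genes. MKI67 fell by 1.77 (SE 0.0959, adjusted p = 1.91e-15), CCNA2 by 1.57 (SE 0.173), CCNE2 by 1.14 (SE 0.255) and TK1 by 0.60 (SE 0.132). Of 73 S phase genes 37 fell and 1 rose (43 and 1 adjusted over the list alone; median -0.46), among them the ribonucleotide reductase subunit RRM2 (-1.85, SE 0.131) and the thymidylate synthase TYMS (-1.27). Of 73 G2/M genes 69 fell (71 adjusted over the list alone; median -0.98), among them the securin PTTG1 (-1.85, SE 0.117) and HMGB2 (-1.78). Both lists were called with the preset and with an estimated correlation (adjusted p = 1.73e-15 and 4.08e-47, then 0.000879 and 4.27e-05). So were the CDK, cyclin and Rb family genes (1.53e-07 and 0.00116), of which 2 rose and 16 fell of 29 (2 and 16 adjusted over the list alone), including CDK1 (-1.14, SE 0.115) and E2F2 (-1.43). These genes are also members of the G2/M and S phase lists, so this call is not independent of theirs. Of 17 histone genes 5 fell, including H4C3 (-1.80) and H1-4 (-2.28), a call (adjusted p = 0.0161) lost with an estimated correlation (adjusted p = 0.143). In all 1095 genes rose and 1198 fell, 18.6% of those tested, and 274 and 314 changed more than 2-fold. Parental palbociclib replicate 3 lay at -13.0 on the third principal component of this line, which held 5.12% of the variance, while the other replicates of its group lay at 6.53 and 7.94.

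Oestrogen-induced genes rose in parental ZR-75-1. Of 114 measured members 55 rose and 6 fell (56 and 10 adjusted over the list alone), with a median of 0.37. Camera called the list with the preset and with an estimated correlation (adjusted p = 8.82e-09 and 0.00116). TFF1 rose by 1.65 (SE 0.097, adjusted p = 1.06e-14), CCND1 by 1.13 (SE 0.0899, adjusted p = 1.26e-11), the trefoil peptide TFF3 by 1.98 (SE 0.109), PGR by 0.63 (SE 0.115, adjusted p = 0.000102) and GREB1 by 0.68 (SE 0.118, adjusted p = 5.44e-05). ESR1 rose by 0.60 (SE 0.0955, adjusted p = 1.64e-05). The list score went from 5.31 ± 0.0153 to 5.74 ± 0.0567 log2 CPM (SD, n = 3; exact permutation p = 0.1). Of 33 luminal genes 15 rose and 4 fell (15 and 7 adjusted over the list alone), including the mammaglobin SCGB2A2 (1.70, SE 0.101). The call (adjusted p = 0.00358) was lost with an estimated correlation (adjusted p = 0.228). KRT18 fell by 1.00 (SE 0.112, adjusted p = 2.69e-08). KRT19 rose by 0.29 (SE 0.105, adjusted p = 0.0449), a call lost without DMSO replicate 1, 2 or 3 (adjusted p = 0.061, 0.0951 and 0.109) or palbociclib replicate 1 or 2 (adjusted p = 0.156 and 0.241). KDM5A was at 0.02 and did not pass.

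Interferon-stimulated genes, which rose in parental MCF7, were called in few cases in parental ZR-75-1, where 4 rose and 1 fell of 27 (4 and 1 adjusted over the list alone; median 0.07; adjusted p = 0.218), with LGALS3BP at 1.22 (SE 0.182). Of 31 p53 targets 2 rose and 9 fell (2 and 10 adjusted over the list alone), a call with the preset and with an estimated correlation (adjusted p = 5.48e-05 and 0.00454). CDKN1A fell by 1.68 (SE 0.113, adjusted p = 2.55e-13), GDF15 by 1.27 (SE 0.145) and RPS27L by 0.83 (SE 0.104). Lysosome genes rose in 15 of 35 cases (16 adjusted over the list alone), including CTSD (0.90, SE 0.129) and the glucosidase GAA (0.73), with adjusted p = 3.71e-05 and 0.0155 with an estimated correlation. Cytosolic ribosomal proteins fell in 7 of 33 cases (10 adjusted over the list alone; median -0.18), a call (adjusted p = 0.00466) lost with an estimated correlation (adjusted p = 0.637), without DMSO replicate 1 (adjusted p = 0.148) and without palbociclib replicate 3 (adjusted p = 0.139). Their reads went from 4.86% ± 0.457 to 4.41% ± 0.237 of a library (SD, n = 3). The mitochondrial share was 15.1% ± 1.47 and 14.6% ± 0.848. Camera did not call antigen presentation (4 of 18 rose, 4 rose and 1 fell adjusted over the list alone; adjusted p = 0.168), AP-1 genes (3 rose and 4 fell of 27; 0.364) or basal markers (3 of 15 fell; 0.0995). It did not call cholesterol biosynthesis (1 rose and 5 fell of 23, 2 and 6 adjusted over the list alone; 0.0764), oxidative phosphorylation (3 rose and 5 fell of 45; 0.121), the unfolded protein response (5 and 3 of 26, 6 and 5 adjusted over the list alone; 0.491). It did not call MYC targets (1 and 7 of 33, 3 and 7 adjusted over the list alone; 0.121), mitochondrially encoded transcripts (3 of 13 fell; 0.218) or NF-kB genes (1 rose and 1 fell of 8; 0.341). By size, the secreted SERPINA1 (3.75, SE 0.372), CYP4B1 (3.65, SE 0.224), PIP (3.53, SE 0.241) and the matrix protein MGP (2.98, SE 0.101) rose, and CBLN2 (-3.12, SE 0.183) and the kinase gene PIM1 (-2.61) fell. CRLF1 went from 25 to 37 reads per DMSO library to 0, 2 and 0 under palbociclib.

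In ZR-75-1 RB1-KO cells palbociclib lowered part of the proliferation genes by small amounts. Of the G2/M genes 11 fell (27 adjusted over the list alone; median -0.27) and of the S phase genes 5 (10 adjusted over the list alone; median -0.14). The camera adjusted p was 8.21e-15 and 9.92e-06 and, with an estimated correlation, 0.00318 and 0.0162. FOXM1, a transcription factor of mitotic genes, fell by 0.74 (SE 0.108), the recombinase RAD51 by 1.00 (SE 0.147) and the flap nuclease FEN1 by 0.65 (SE 0.117). MKI67 fell by 0.40 (SE 0.092, adjusted p = 0.0122), a call lost without DMSO replicate 1 (adjusted p = 0.0733) or 2 (0.0767) or palbociclib replicate 2 (0.0601) or 3 (0.0789). Of 114 oestrogen-induced genes 17 rose (26 rose and 2 fell adjusted over the list alone), with a median of 0.16. The adjusted p was 1.38e-05, and 0.0117 with an estimated correlation. The list score went from 5.15 ± 0.0276 to 5.30 ± 0.0202 log2 CPM (SD, n = 3), while parental cells in DMSO were at 5.31. CCND1 rose by 0.69 (SE 0.0895, adjusted p = 1.77e-05), ESR1 by 0.52 (SE 0.0979, adjusted p = 0.00312) and CTSD by 1.18 (SE 0.129). TFF1 rose by 0.44 (SE 0.097, adjusted p = 0.00978), a call lost without DMSO replicate 2 (adjusted p = 0.0767). PGR (0.13), GREB1 (-0.10) and KRT18 (-0.09) did not pass.

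Luminal genes rose in 9 of 33 cases in ZR-75-1 RB1-KO cells (17 rose and 1 fell adjusted over the list alone; median 0.29), with adjusted p = 3.88e-09 and 0.0297 with an estimated correlation. They included SCGB2A2 (1.59, SE 0.116) and the epithelial transcription factor ELF3 (0.82, SE 0.105). Interferon-stimulated genes had a median of 0.27, with 3 that rose (3 adjusted over the list alone), among them LGALS3BP (1.05, SE 0.193), and adjusted p = 0.000331 and 0.0162 with an estimated correlation. Lower expression was found for 6 oxidative phosphorylation genes (1 higher and 14 lower adjusted over the list alone), 2 MYC targets (1 and 8) and 5 cytosolic ribosomal proteins (15 lower). Camera called these lists (adjusted p = 8.08e-07, 0.00274 and 7.54e-06), each lost with an estimated correlation (adjusted p = 0.21, 0.0774 and 0.488). Ribosomal protein reads took 4.99% ± 0.217 of a library in DMSO and 4.51% ± 0.305 under palbociclib (SD, n = 3). AP-1 genes rose in 5 cases (6 rose and 1 fell adjusted over the list alone), a call (adjusted p = 0.00744) lost with an estimated correlation (adjusted p = 0.397), without DMSO replicate 2 (0.0779) and without palbociclib replicate 1 (0.34). In all 186 genes rose and 170 fell, 21 and 4 by more than 2-fold. The counts were 83 and 48, 53 and 28 and 107 and 104 without DMSO replicate 1, 2 and 3, and 79 and 31 and 53 and 17 without palbociclib replicate 2 and 3.

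The interaction in ZR-75-1 placed the proliferation genes higher in RB1-KO cells relative to the parental response. Of 73 G2/M genes 46 were higher (59 adjusted over the list alone; median 0.75) and of the S phase genes 16 were higher and 1 lower (19 and 1 adjusted over the list alone; median 0.32). The camera adjusted p was 1e-34 and 2.69e-08 and, with an estimated correlation, 0.000138 and 0.00416. MKI67 differed by 1.37 (SE 0.132) and RRM2 by 1.47 (SE 0.177). Oestrogen-induced genes were higher in 7 and lower in 21 cases (8 and 29 adjusted over the list alone; median -0.16), with adjusted p = 0.000825 and 0.019 with an estimated correlation. TFF1 differed by -1.21 (SE 0.136, adjusted p = 2.13e-07), TFF3 by -1.53 (SE 0.154), GREB1 by -0.78 (SE 0.169, adjusted p = 0.0038) and MGP by -2.62 (SE 0.137). ESR1 did not pass (-0.08, adjusted p = 0.822), nor did PGR (-0.50, adjusted p = 0.0794). CCND1 differed by -0.44 (SE 0.126, adjusted p = 0.033), a call lost without RB1-KO DMSO replicate 1, 2 or 3 (adjusted p = 0.0697, 0.0533 and 0.0777), RB1-KO palbociclib replicate 2 or 3 (0.0761 and 0.0913), parental DMSO replicate 1 or 2 (0.072 and 0.0774) or parental palbociclib replicate 1 or 2 (0.0717 and 0.0657). KRT18 was higher by 0.90 (SE 0.156), CDKN1A by 1.33 (SE 0.154) and GDF15 by 1.64 (SE 0.191). Of the p53 targets 8 were higher (8 adjusted over the list alone; adjusted p = 1.6e-05, and 0.00416 with an estimated correlation), and of the lysosome genes 5 were lower (9 adjusted over the list alone; 0.000195 and 0.0247). In all 403 genes were higher and 218 lower. The higher count was 266 without RB1-KO DMSO replicate 2, and the lower count was 144 without parental DMSO replicate 2, 131 and 134 without RB1-KO DMSO replicate 2 and 3, and 142 without RB1-KO palbociclib replicate 3.

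In DMSO, ZR-75-1 RB1-KO cells were compared with parental cells. Luminal genes were lower in 13 of 33 cases and higher in 2 (18 and 3 adjusted over the list alone; median -0.24), including SCGB2A2 (-2.96, SE 0.115), SCGB1D2 (-2.28) and TFF1 (-1.06, SE 0.0973). Of 114 oestrogen-induced genes 10 were higher and 26 lower (13 and 30 adjusted over the list alone; median -0.11), including the actin-binding ADD3 (-2.11, SE 0.133) and the zinc transporter SLC39A6 (-1.02). Camera called the luminal, oestrogen, S phase (11 higher and 1 lower, 14 and 3 adjusted over the list alone; median 0.21) and p53 lists (3 higher, 6 adjusted over the list alone) with adjusted p = 9.81e-08, 0.00171, 0.000277 and 0.00859. Each call was lost with an estimated correlation (adjusted p = 0.0523 for all 4). G2/M genes were not called (3 higher and 2 lower; adjusted p = 0.177). Reads of FOXJ1, a regulator of ciliated cells, were 131 to 154 in parental and 0 to 1 in RB1-KO libraries, those of the ketogenic enzyme HMGCS2 were 40 to 59 and 0 to 1, and those of the lipocalin APOD were 92 to 107 and 0 to 2. Higher in RB1-KO cells were TMTC1 (2.92, SE 0.198), KRT81 (2.38, SE 0.127), the nuclear receptor NR2F1 (2.12, SE 0.0974) and GPNMB (2.40). In all 370 genes were higher and 489 lower. The higher count was 236 and 191 without parental replicate 1 and 2 and 231, 203 and 223 without RB1-KO replicate 1, 2 and 3, and the lower count was 321 without RB1-KO replicate 2.

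**Figure D3:**
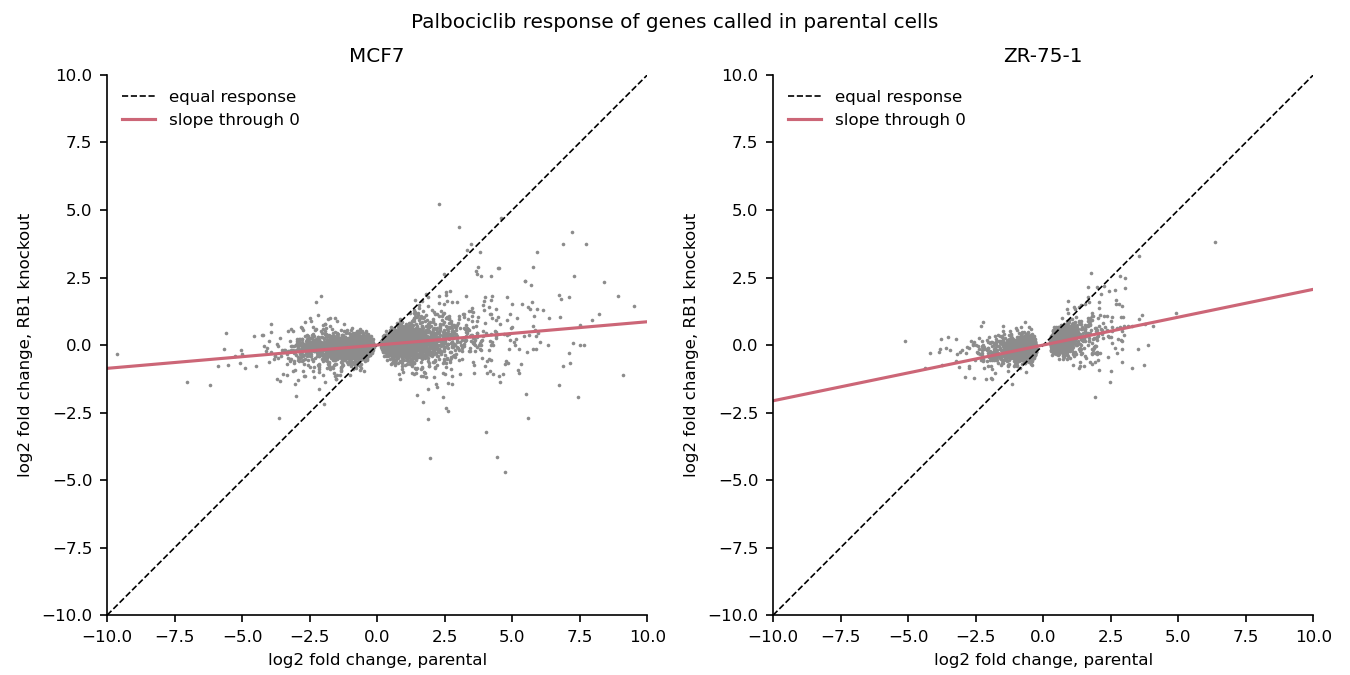
Log2 fold change under palbociclib in RB1-KO cells against that in parental cells of the same line, for the genes called in parental cells (6139 in MCF7 and 2293 in ZR-75-1), with the line of equal change (dashed) and the fitted line through 0 (red). The slope is 0.0863 in MCF7 and 0.206 in ZR-75-1.

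Set against each other gene by gene, the response of RB1-KO cells was a small fraction of the parental one. Over the 6139 genes called in parental MCF7 the slope through 0 was 0.0863 (Pearson r = 0.304 across genes, same sign in 60.2%), and over the 2293 called in parental ZR-75-1 it was 0.206 (r = 0.546, same sign in 76.3%). Genes are not independent replicates, so these are descriptions without a p. The interaction called a smaller response in RB1-KO cells for 3924 of the 6139 (63.9%) and for 550 of the 2293 (24.0%), a test that shares the parental libraries with the call that chose the genes. Of the genes called in RB1-KO cells, 145 of 189 in MCF7 and 193 of 356 in ZR-75-1 had changed in the same direction in parental cells, and 21 and 6 in the opposite one.

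The lines shared part of their parental response. Among 11436 genes tested in both, 510 rose in both where 243.1 would be shared by independent lists (odds ratio 3.75, 95% interval 3.27 to 4.29, Fisher's exact two-sided p = 5.65e-82). In the other direction 694 fell in both where 282.4 would (odds ratio 5.91, Fisher's exact p = 3.63e-166). A further 157 rose in MCF7 and fell in ZR-75-1 and 130 did the reverse. The fold changes correlated at r = 0.298 across genes. Of 111 oestrogen-induced genes measured in both, 22 rose in both, 17 fell in MCF7 and rose in ZR-75-1, 4 rose in MCF7 and fell in ZR-75-1, 27 rose in MCF7 alone, 14 rose in ZR-75-1 alone, 14 fell in MCF7 alone, 2 fell in ZR-75-1 alone and 11 were called in neither. In RB1-KO cells 9 genes rose in both lines where 1.51 would (odds ratio 6.75, Fisher's exact p = 1.94e-05). The call in at least 1 line was lost for 7 of these 9 without some single library. HES1, chosen here after its values were seen, and CCND1 kept theirs, while the TFF1 call in ZR-75-1 was lost without RB1-KO DMSO replicate 2 (adjusted p = 0.0767). In opposite directions, 6 fell in MCF7 and rose in ZR-75-1 where 1.15 would (odds ratio 5.76) and 4 did the reverse where 1.40 would (odds ratio 2.98). Fisher's test treats genes as independent, which they are not. By edgeR 0 genes fell in both (41 at an unadjusted p under 0.05, and 3 by DESeq2).

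**Figure D4:**
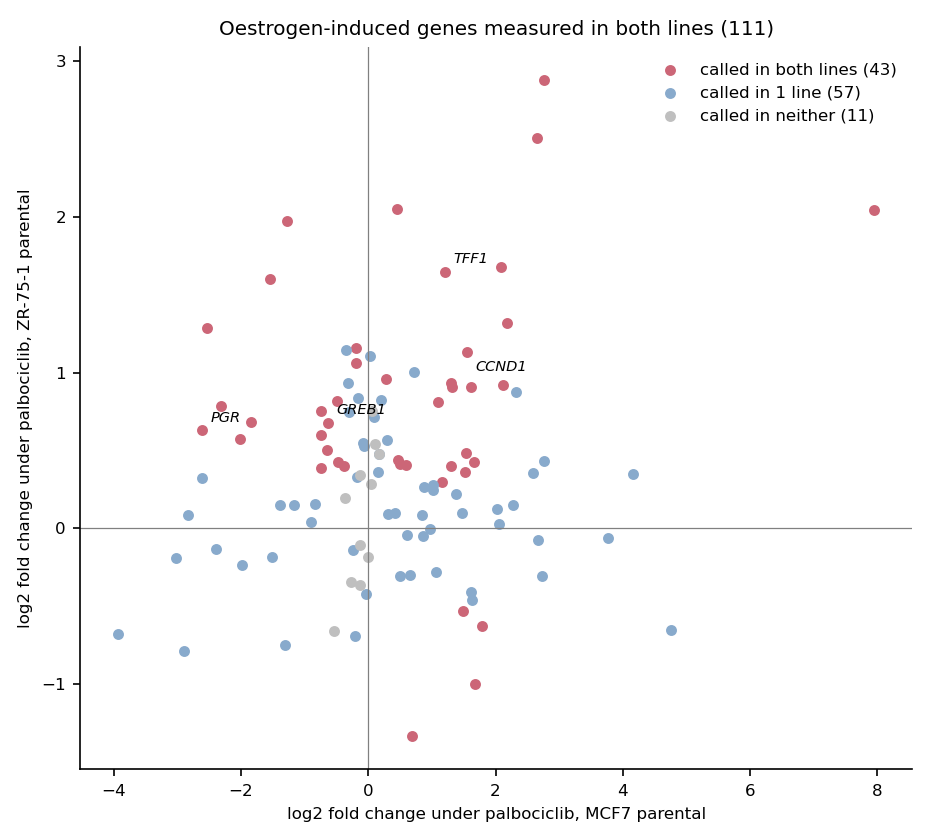
Log2 fold change under palbociclib in parental ZR-75-1 against parental MCF7 of the 111 oestrogen-induced genes measured in both lines. PGR and GREB1 lie below 0 in MCF7 and above 0 in ZR-75-1, while TFF1 and CCND1 lie above 0 in both.

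The difference between the lines was tested over all 24 libraries. The parental fall of proliferation genes was smaller in ZR-75-1, by a median of 1.20 over the S phase list (60 of 73 genes differed, 64 adjusted over the list alone) and 1.34 over the G2/M list (61 of 73, 68 adjusted over the list alone). The camera adjusted p was 1.73e-29 and 3.01e-39 and, with an estimated correlation, 3.1e-08 and 2.09e-08. Interferon-stimulated genes had a lower response in ZR-75-1 in 21 of 42 cases (23 adjusted over the list alone; median -2.08; adjusted p = 9.86e-19, and 2.02e-05 with an estimated correlation). Oestrogen-induced genes differed in both directions, with 40 higher and 38 lower in ZR-75-1 (43 and 42 adjusted over the list alone) of 119, and the list was not called (adjusted p = 0.735). ESR1 differed by 2.52, PGR by 3.25, KRT18 by -2.66 and CDKN1A by -2.32. In all 1640 genes had a higher and 1605 a lower response in ZR-75-1. The labels give a treatment time of 5 days in MCF7 and 4 in ZR-75-1, while a figure legend of the study gives 5 days for ZR-75-1 samples of this kind. If the labels hold, line and duration cannot be separated here.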

Values the study reported

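The study mapped Rb on chromatin with CUT&RUN, which cuts and sequences DNA near an antibody-bound protein, after the CDK4/6 inhibitor abemaciclib. It reported 15,218 regions with more Rb and 57 with less in MCF7 cells, and 12,868 and 8 in ZR-75-1 cells. Of the gains, 3,878 in MCF7 and 2,240 in ZR-75-1 lay away from promoters. In MCF7 the study counted 405 such elements that contact a promoter through chromatin loops, and the promoters reached this way included those of 17 early oestrogen-response genes, among them CCND1, TFF1, KRT18 and KRT19. It found sites bound by the oestrogen receptor in 188 of 345 (54%) looped hubs that hold Rb. For RNA sequencing the study describes oestrogen-response gene sets as raised by CDK4/6 inhibition in the lines it tested that express the oestrogen receptor, without a large change in oestrogen receptor levels, and describes the response as absent after RB1 knockout.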

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

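The counts over other splits of the samples and the question of treatment duration were set before the results were seen, and the other tests weighed here were chosen after the results were seen. The results listed first differ between MCF7 and ZR-75-1 by a test of the difference itself over all 24 libraries, and values are ZR-75-1 minus MCF7 on the log2 scale.

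For the response of parental cells to palbociclib, the median difference was 1.20 over S phase genes, 1.34 over G2/M genes, -0.74 over basal and mesenchymal markers, -2.08 over interferon-stimulated genes and -0.53 over lysosome and autophagy genes. Among single genes ESR1 differed by 2.52, PGR by 3.25, GREB1 by 1.32, TFF1 by 0.46, CCND1 by -0.40, KRT18 by -2.66, KRT19 by -0.84, MKI67 by 1.08, TK1 by 1.496, CCNA2 by 1.92 and CDKN1A by -2.32. Of the 32 genes named for their size in either line, 18 differed. For the genotype by treatment interaction, the median difference was -1.40 over S phase genes, -1.52 over G2/M genes, 1.05 over basal markers, 1.93 over interferon-stimulated genes, 0.62 over antigen presentation genes, 0.64 over p53 targets, 0.47 over lysosome genes and -0.41 over MYC targets. ESR1 differed by -1.80, PGR by -3.48, GREB1 by -1.49, CCND1 by 0.65, KRT18 by 2.26, KRT19 by 1.02, MKI67 by -1.52, TK1 by -1.91, CCNA2 by -2.19 and CDKN1A by 2.63, and 14 of the 32 genes named for size differed.

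Chance as the source of the counts of genes was tested with other splits of the same samples. In each comparison of 3 with 3 libraries the real split was 1 of 10 to give its count, and 10 splits are too few for a share under 0.05. Refitted on those 6 libraries alone, the real split called 6250 genes for parental MCF7, 99 for MCF7 RB1-KO, 884 for MCF7 RB1-KO against parental in DMSO, 1860 for parental ZR-75-1, 687 for ZR-75-1 RB1-KO and 1123 for ZR-75-1 RB1-KO against parental in DMSO, and the highest other split called 0 in each. The MCF7 interaction called 4131 genes, as many as 1 of 100 splits, with 3968 in the highest other. The line difference of the parental response called 3245, reached by 2 of 100 with 5341 in the highest other. Both shares lay under 0.05. For the ZR-75-1 interaction (621 genes, highest other 1597) 5 of 100 splits called as many. So did 5 of 100 for the line difference of the interaction (1857, highest other 6500). These shares were not under 0.05. All of these splits exchanged the labels of every group. They can place palbociclib against DMSO in parental cells, or 1 line against the other, in the contrast. They therefore cannot decide on chance for an interaction or a line difference.

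The first pattern is that palbociclib still changed genes in RB1-KO cells. A mixture of parental cells into the RB1-KO cultures was set at the highest share the mean RB1 reads allow in either treatment, 13.7% in MCF7 and 5.33% in ZR-75-1. Of the called genes, 130 of 189 and 351 of 356 exceeded its change by over 2 SE or moved the other way. These genes were chosen for a change far from 0, while the mixture predicts a median size of 0.129 and 0.0201. Exceeding it was thus largely fixed by the choice, and these counts cannot decide on a mixture. The 113 genes for which the mixture predicts over 1 in MCF7 had a median of 0.45 where it predicts 1.72. This argues against a share of 13.7% there and not against a smaller one. TFF1 did not exceed the predicted change by over 2 SE in MCF7 (0.31, SE 0.049, predicted 0.27) or ZR-75-1 (0.44, SE 0.097, predicted 0.31). Nor did CCND1 in MCF7 (0.44, SE 0.0585, predicted 0.33). CCND1 in ZR-75-1 (0.69, SE 0.0895, predicted 0.11) and HES1 in both lines exceeded it. Of the called interferon-stimulated genes 0 of 4 exceeded it in MCF7 and 3 of 3 in ZR-75-1. Without the MCF7 RB1-KO DMSO library that stood apart, 263 genes were called in MCF7 RB1-KO cells, where 189 were with it. Of these, 139 were called in the same direction in both fits, so that library does not account for them. The rest of the 189 calls were lost without it. IFI6 was at 1.52 and ISG15 at 1.23 without it. The fold changes of the RB1-KO cells of the 2 lines correlated at -0.000645 over 11436 genes, below the limit set for a shared effect. With 189 and 356 genes called, this value rests mostly on genes that were not called. It cannot decide on an effect that some genes share, and 9 genes rose in both lines and the oestrogen list was called in both. For interferon-stimulated genes in MCF7 RB1-KO cells, the share was capped by 3480 other genes of at least 50 CPM in treated parental cells, through the highest RB1-KO library over the lowest parental one under palbociclib. The 10 lowest caps ran from 0.36% to 9.94%, under the share from RB1. The lowest rests on KRT81 alone, whose reads are uncertain, so the fifth was taken to rest on several genes. At that cap, 5.77%, the mixture allows 1.01 for IFI6 and 0.82 for ISG15, which were at 1.80 (SE 0.148) and 1.23 (SE 0.176), so it was argued against for these. IFI6 exceeded it by over 2 SE at all 10 caps and ISG15 only at the lowest 5. For the other 2 called members the mixture and an effect without RB1 cannot be told apart at that cap, since they lay within 2 SE of it or below. Both exceeded it at the lowest cap and 1 of them at the second (2.83%), and the study expanded RB1-KO cells from sorted single cells, a step that would remove parental cells. A change that follows from CDK4/6 inhibition without RB1 stays a hypothesis.

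The second pattern is that interferon-stimulated genes rose in parental MCF7 and hardly in parental ZR-75-1. Low expression in ZR-75-1 was argued against, since of 16 members with an average log2 CPM of at least 3 in both lines, 12 had a lower response in ZR-75-1 (median difference -1.82). The rise in MCF7 was smaller in RB1-KO cells, as the list was lower in the interaction by camera with an estimated correlation (adjusted p = 0.0122, median -1.61). Some rise remained there, with a list score of 2.52 in DMSO and 3.01 under palbociclib. Clonal origin and RB1 loss were not separated, so whether the rise needs RB1 stays open. By the labels treatment lasted 5 days in MCF7 and 4 in ZR-75-1 and 0 samples have the duration of the other line, so duration and line cannot be told apart. A figure legend of the study gives 5 days for ZR-75-1 samples of this kind, and if that holds, duration does not differ. A difference between the lines themselves stays open and was not tested.

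The third pattern is that oestrogen-induced genes moved both ways in parental MCF7. Over all 13046 genes tested there 3123 rose and 3016 fell, so a fall of some members is not particular to this list. Scaling between libraries shifts all members alike and was argued against, since of 116 members 21 were called and lay over 1 log2 below the list's median. Whether the 32 members that fell follow the lower ESR1 of these cells stays open. In ZR-75-1, where ESR1 rose, 31 of them were measured and had a median of 0.40, but the 53 measured members that rose in MCF7 had a median of 0.28 there, so a rise in ZR-75-1 is not particular to those that fell. Duration, if it differs as labelled, cannot be told apart from line here either, with 0 samples at the duration of the other line.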

How the results depend on the processing

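Leaving out MCF7 RB1-KO DMSO replicate 3 as a doubted library, the interferon list limited to members read well in both lines and the mixed-cell calculation were alternatives chosen after the data were seen; all others had been set before. RLE size factors, thinning to the smallest library and dropping the filter left all counts of calls within 1.5 times and no direction turned. Among named genes RLE kept 783 results on their side of the threshold and moved 6 across, DESeq2 kept 712 and moved 37, and leaving out 1 library kept 7169 and lost or gained 523. Camera with an estimated correlation kept 142 list results and lost 48, and the other prior count kept all 190. The overlaps stayed within 1.5 times and no list score turned its sign under the alternatives run for them. Without 1 library the slopes ran from 0.0722 to 0.107 in MCF7 and from 0.170 to 0.235 in ZR-75-1. The limit for the slopes was drawn from these same values, so staying within it is no test of them. The simulation recovered 43.3% of genes changed by 0.5 log2 in the parental MCF7 response and 29.9% in that of ZR-75-1.

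Fitting only the 2 groups compared gave 57 up and 42 down in MCF7 RB1-KO and 332 up and 355 down in ZR-75-1 RB1-KO, and all 24 libraries in 1 fit gave 36 and 31, 291 and 303, and 269 and 317 for MCF7 RB1-KO against parental in DMSO; these fits estimate the spread from fewer or other samples. DESeq2 gave 267 down in ZR-75-1 RB1-KO, and the cause was not tested. The oestrogen list in parental MCF7 was not called with an estimated correlation (adjusted p = 0.0723) nor without members of another list (0.0948), while fry called it in the MCF7 interaction (0.000119), where it tests direction within the list alone; the cause of the second was not tested.

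Deviations of same-numbered libraries correlated at -0.0693 to 0.0478 across genes in MCF7 and -0.127 to 0.161 in ZR-75-1, and 1 of 12 and 7 of 12 libraries were closest to their own number, so some pairing in ZR-75-1 is not excluded. With the replicate number as a block 263 genes fell in ZR-75-1 RB1-KO, and the other 19 counts stayed within 1.5 times.

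Leaving out 1 library at a time, the counts ranged from 57 to 136 up and 31 to 127 down in MCF7 RB1-KO (57 and 36 without palbociclib replicate 2, 63 and 31 without 3, 127 down without DMSO replicate 3). They ranged from 256 to 386 up for MCF7 RB1-KO against parental in DMSO (266, 292 and 256 without parental replicate 1, 2 and 3). In ZR-75-1 RB1-KO they ranged from 53 to 155 up and 17 to 173 down (83 and 48, 53 and 28, 107 and 104 without DMSO replicate 1, 2 and 3; 79 and 31, 53 and 17 without palbociclib replicate 2 and 3). The ZR-75-1 interaction ranged from 266 to 392 up and 131 to 203 down, as given above by library, and ZR-75-1 RB1-KO against parental in DMSO from 191 to 305 up and 321 to 452 down. Cytosolic ribosomal proteins in ZR-75-1 RB1-KO against parental in DMSO turned to lower and called (adjusted p = 0.028) without parental replicate 3, with a range of 0.028 to 0.793, and the cause was not tested. Fewer samples per group account for part of the lower counts by construction.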

Other observations

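The tests and genes in this part were chosen after the data were seen. In ZR-75-1, 3 genes with almost no reads in RB1-KO cells had higher counts under palbociclib in parental cells. FOXJ1, a regulator of ciliated cells, went from 131 to 154 reads per library in DMSO to 347 to 600 under palbociclib in parental cells, while RB1-KO libraries held 0 to 8 under palbociclib. HMGCS2, an enzyme of ketone body synthesis, went to 305 to 409 reads in parental cells and stayed at 0 to 4 in RB1-KO cells, and the lipocalin APOD went to 237 to 296 and stayed at 1 to 6. In MCF7, APOD had 12 to 23 reads in parental DMSO libraries and 158 to 179 under palbociclib, against 9 to 15 and 13 to 27 in RB1-KO libraries.

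Some genes moved in opposite directions in the RB1-KO cells of the lines under palbociclib. Among 11436 genes, 6 fell in MCF7 and rose in ZR-75-1 where independent lists would share 1.15 (odds ratio 5.76, Fisher's exact two-sided p = 0.000994). The reverse was seen for 4 genes (Fisher's exact p = 0.0519). The call in at least 1 line was lost without some single library for 5 of the 6 and for all 4 of the others. The gene that kept its calls was IGFBP5, which binds insulin-like growth factors, at -0.86 (SE 0.143) in MCF7 and 0.71 (SE 0.0928) in ZR-75-1. RB1-KO cells in DMSO likewise differed in KRT81, which lay 2.38 above parental cells in ZR-75-1 and had a log2 fold change of -2.52 in MCF7.

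The study describes no large change in oestrogen receptor levels under CDK4/6 inhibition. It cites immunoblots of the receptor protein and RNA sequencing of ESR1, in work with abemaciclib or palbociclib. The values here cover mRNA and palbociclib alone. ESR1 mRNA fell by 1.91 (SE 0.0831) in parental MCF7 and rose by 0.60 (SE 0.0955) in parental ZR-75-1 under palbociclib. The study also describes the oestrogen response as absent after RB1 knockout. In RB1-KO cells here the oestrogen list was called, with a median of 0.09 in MCF7 (adjusted p = 0.0315 with an estimated correlation) and 0.16 in ZR-75-1 (adjusted p = 0.0117), and with CCND1 at 0.44 and 0.69. The list score of ZR-75-1 RB1-KO cells went from 5.15 to 5.30 log2 CPM. It thus ended near the 5.31 of parental DMSO cells and below the 5.74 of treated parental cells. In MCF7 RB1-KO cells the score went from 5.32 to 5.46, against 5.23 in parental DMSO cells. The CCND1 value in MCF7 (SE 0.0585) lay within 2 SE of the 0.33 that parental cells mixed in at 13.7% would give. That in ZR-75-1 (SE 0.0895) lay beyond the 0.11 predicted at 5.33%. In MCF7 the markers the study names had a smaller response in RB1-KO than in parental cells, with an interaction of -0.89 for TFF1, -1.11 for CCND1, -1.37 for KRT18 and -0.98 for KRT19. In ZR-75-1 it was -1.21 for TFF1, KRT18 fell by 1.00 in parental cells with an interaction of 0.90, and KRT19 did not pass (0.06, adjusted p = 0.899). For CCND1 in ZR-75-1 it was -0.44 (adjusted p = 0.033), a call lost without RB1-KO DMSO replicate 1, 2 or 3 (adjusted p = 0.0697, 0.0533 and 0.0777), RB1-KO palbociclib replicate 2 or 3 (0.0761 and 0.0913), parental DMSO replicate 1 or 2 (0.072 and 0.0774) or parental palbociclib replicate 1 or 2 (0.0717 and 0.0657). With an estimated correlation the list's interaction passed in ZR-75-1 (adjusted p = 0.019) and not in MCF7 (adjusted p = 0.194), where the list call in parental cells was itself lost (adjusted p = 0.0723). The gene list used here was written independently of the sets the study used, and protein was not analysed here.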
